A study of Danio rerio with 4 samples. Its data were reported in "Parenchymal cues define Vegfa-driven venous angiogenesis by activating a sprouting competent venous endothelial subtype" (2024).

How the data were processed

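Gene expression was measured in single cells of dissected zebrafish trunks at 3 days post-fertilisation by droplet RNA sequencing of transcript 3′ ends on the Chromium platform of 10x Genomics. There were 2 libraries of WT embryos and 2 of flt1 mutant embryos, and each library is one replicate. The labels number the replicates of each genotype 1 and 2 and state no date, run or other link between libraries that share a number. According to the study's methods, heads were removed before dissociation and the reads were mapped to genome build GRCz11. The labels name version 2 of the library chemistry and the study's methods version 3, and the values do not settle which was used.

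Per the file headers, Cell Ranger 6.1.1 made the deposited matrices, whose values are counts of unique molecular identifiers (UMIs) per gene and barcode, in whole numbers without normalization. Each matrix had been limited to barcodes called as cells, and the lowest total of any barcode was 500 UMIs. The files list 25432 genes with identifiers and symbols. No coordinates are given below, because the one annotation at hand describes another assembly (GRCz12tu). That annotation served to find which genes lie near flt1, and 16233 of the 18036 genes tested in the whole trunk (90.0%) had a match in it.

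Cells were kept under the limits of the study's methods, which were over 200 and under 4000 genes detected and under 5% of UMIs from the 13 mitochondrial genes. A gene entered the clustering when at least 5 cells had a UMI of it. Clustering used Seurat 5.3.0 in R 4.3.3, with log-normalised counts, 2000 variable genes, integration of the 4 libraries by reciprocal principal component analysis with 30 dimensions, 50 principal components and a resolution of 0.3. The study's methods name SCTransform version 2 for this step, and it was not run here because a package it needs was missing. Neural clusters (ependymal radial glia-like and neuron-like; no cluster was named oligodendrocyte-like) were clustered again at a resolution of 0.7, and the endothelial-like cluster at a resolution of 1 with 20 components. All steps ran on a single thread with 1 fixed numerical library setting, since subcluster membership moved by a few cells under another setting.

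Clusters were named from lists of marker genes fixed before the data were examined. A cluster took the class with most of its markers among the cluster's 50 genes of largest fold change, provided that at least 3 of the markers were detected and higher in it. It stayed unnamed when another class had more markers among the leading 10 genes, or as many with a larger part of its list detected, or when its depth was under 1/3 of the library's and no marker was among those 10. The classes are therefore written as "-like". No doublet caller was used for the main values. Scrublet in scanpy 1.11.5 was run per library for an alternative.

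Expression was compared on UMI sums per library over the cells of a class, so that libraries and not cells were the replicates. edgeR 4.0.16 was used with trimmed mean of M-values (TMM) scaling, its filterByExpr gene filter, the quasi-likelihood F test (two-sided) and Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 are called changed. Fold changes are log2 of flt1 mutant over WT unless another order is stated, with their standard error (SE) taken from the F statistic. Values in CPM (counts scaled to a common library total) use the TMM-scaled library size of the fit they belong to. Endothelial-like cells, neural-like cells, all retained cells (the whole trunk) and every other class with at least 20 cells in each library were tested this way. Endothelial-like cells were also compared with neural-like cells, and each named neural subset of at least 5 cells per library with the other neural cells, with library as a block. The class by genotype interaction was tested on the same 8 sums. A test of arterial-like against venous-like endothelial cells needed 5 cells per library, later relaxed to 4, and was not run because 1 library had 3 arterial-like cells. Class shares were tested with edgeR on cell numbers, with the retained cells of each library as the offset. Permuting 2 against 2 libraries cannot reach a p-value of 0.05, so no permutation test was used.

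A list of 32 genes from the study's text was fixed before the data were examined, and 31 of them are in the files (pdgfaa is not). It includes 15 ligands, 14 of them in the files. The study drew part of this list from these libraries, so a test of the list is not independent evidence. Beyond the list, the genes named in the text for the endothelial, neural and whole-trunk tests are, by a rule fixed at the same time, up to 4 higher and 4 lower genes of smallest adjusted p-value whose libraries do not overlap between genotypes. Genes named outside this rule are marked as chosen after their values were seen.

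Detection is the share of cells with at least 1 UMI of a gene, given for all UMIs and for cells thinned at random to 1000 UMIs, which leaves out cells with fewer. Its limit of 10% of cells matches the 10% truncated mean of the study's interaction tool, since a mean trimmed by 0.1 is above 0 where over 10% of cells hold the gene. This was checked on 280 pairs of cell group and ligand, and both measures fell on the same side in 280. Intervals are exact Clopper-Pearson 95% intervals and cover counting error only.

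Each test was run on simulated counts drawn from the means and library sizes of the real sums, with 200 genes changed by a log2 fold of 2 in each of 5 simulations. Of the changed genes, 80.0% were recovered for endothelial-like cells (3510 genes), 82.3% for neural-like cells (10950 genes) and 82.2% for the whole trunk (18036 genes), with 6.61%, 10.2% and 14.1% of the calls false. Recovery was 69.6% for endothelial against neural cells with 5.03% false calls and 20.2% for the interaction with 2.58% false calls, both on 10327 genes. For neural subsets (9432 genes), 73.3% were recovered and 4.25% of calls were false. Only motoneuron-like cells were simulated as a subset, so these rates need not hold for subsets of fewer cells. In 20 simulations of 22 class shares with 3 of the larger classes raised 4-fold, 53 of 60 changed shares were recovered among 63 calls. Falls of a share and rarer classes, photoreceptor-like cells among them, were not simulated.

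The alternatives tried were DESeq2 1.42.0 with its size factors, library totals without TMM factors, no gene filter, the replicate number as a block, a mitochondrial limit of 10%, over 500 genes per cell, cells called doublets left out, clustering without integration, other resolutions, genes under 1/5 of their CPM in another class left out, as they can stem from free RNA, other denominators for shares, other detection limits, and leaving out each library in turn. Lists of 27 eye lens, 22 retina, 34 forebrain and midbrain, 27 trunk Hox, 19 endocrine pancreas and 19 exocrine pancreas genes were written before they were used, and each list's median log2 fold was compared with 10000 random lists matched on expression. These lists were chosen after the class shares and whole-trunk calls had been seen, and none of their genes is in another of the lists. Interactions between cells were not scored.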

Results

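Single-cell RNA sequencing of trunks at 3 days post-fertilisation gave 4 libraries, 2 of WT and 2 of flt1 mutant zebrafish. The barcodes called as cells numbered 4942 and 10506 in WT replicates 1 and 2, and 7930 and 9108 in flt1 mutant replicates 1 and 2. They held 48823693 and 85429263 UMIs in the WT libraries, and 63602325 and 58924630 UMIs in the flt1 mutant libraries. The mitochondrial limit removed 35.3% and 34.6% of the WT barcodes and 43.6% and 36.9% of the flt1 mutant barcodes. After filtering, 3042 and 6688 WT cells and 4312 and 5569 flt1 mutant cells were retained, 19611 of 32486 barcodes in all. The median of UMIs per retained cell was 8033 in WT replicate 1, 5037.5 in flt1 mutant replicate 1, 3760 in WT replicate 2 and 779 in flt1 mutant replicate 2. Cells with under 1000 UMIs made up 15.4%, 34.6%, 37.9% and 53.7% of these libraries, in the same order.

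Clustering of all retained cells gave 28 clusters, of which 24 were named and fell into 21 classes. The 4 unnamed clusters held 6979 cells, and the named ones 12632. Among named cells the libraries had like depths, with medians of 9486 and 8483.5 UMIs in WT and 9512 and 9034 UMIs in flt1 mutants. The endothelial-like class had 21 and 57 cells in the WT libraries and 35 and 53 in the flt1 mutant libraries, with median depths of 5247, 7677, 4862 and 6749 UMIs. Neural-like cells numbered 471 and 762 in WT and 395 and 421 in flt1 mutants, made up of 771 ependymal radial glia-like and 1278 neuron-like cells. Both classes held cells that were not supported by their markers when clustered again. An unnamed low-depth subcluster led by keratin genes had 318 of the 2049 neural-like cells, and one led by muscle genes had 55 of the 166 endothelial-like cells. These cells stayed in the sums below, and leaving them out kept the numbers of genes changed at 3 and 2. Further unnamed neural subclusters of 143 and 46 cells, led by pcna and capsla, also stayed in the sums and were not left out there. No cluster was named oligodendrocyte-like, and a subset of myelinating glia-like cells appeared when neural cells were clustered again into 18 clusters.

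The shares of 22 classes, unnamed cells included, were compared to see whether the composition of the suspensions differed between genotypes. One class was called, and it was also the 1 class with an unadjusted p-value under 0.05. Pineal or retinal photoreceptor-like cells made up 1.87% ± 1.31 (SD, n = 2) of WT cells and 0.182% ± 0.225 (SD, n = 2) of flt1 mutant cells, a log2 fold of -3.23 (SE 0.61) with an adjusted p-value of 7.84e-05 from edgeR. The class joined 2 clusters. One of 101 cells was led by photoreceptor genes such as pde6gb and gngt2a, and the other of 67 cells by gnb3a, gng13b and vsx1, genes of other retinal cells, so that part is not supported as photoreceptors. The first had 47 and 43 cells in WT replicates 1 and 2 and 1 and 10 in flt1 mutant replicates 1 and 2, and the second 38 and 20 in WT and 0 and 9 in flt1 mutants. There were 85 of these cells in WT replicate 1 (2.79%, 95% Clopper-Pearson interval 2.24% to 3.44%) and 63 in WT replicate 2 (0.942%, 0.725% to 1.2%). Flt1 mutant replicate 1 had 1 such cell (0.0232%, 0.000587% to 0.129%) and replicate 2 had 19 (0.341%, 0.206% to 0.532%). Scaling by TMM factors over classes moved the adjusted p-value most, to 0.382 (range over the alternatives 3.00e-05 to 0.382), and the call was also lost when unnamed cells were left out of the denominator, with over 500 genes per cell and with the replicate number as a block. The difference of mean shares was -0.76 percentage points without WT replicate 1 and -2.61 points without WT replicate 2. Endothelial-like cells made up 0.771% ± 0.115 of WT and 0.882% ± 0.0990 of flt1 mutant cells (SD, n = 2 each). Neuron-like cells made up 8.88% ± 2.18 of WT and 4.78% ± 0.288 of flt1 mutant cells, with an adjusted p-value of 0.868.

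**Figure D1:**
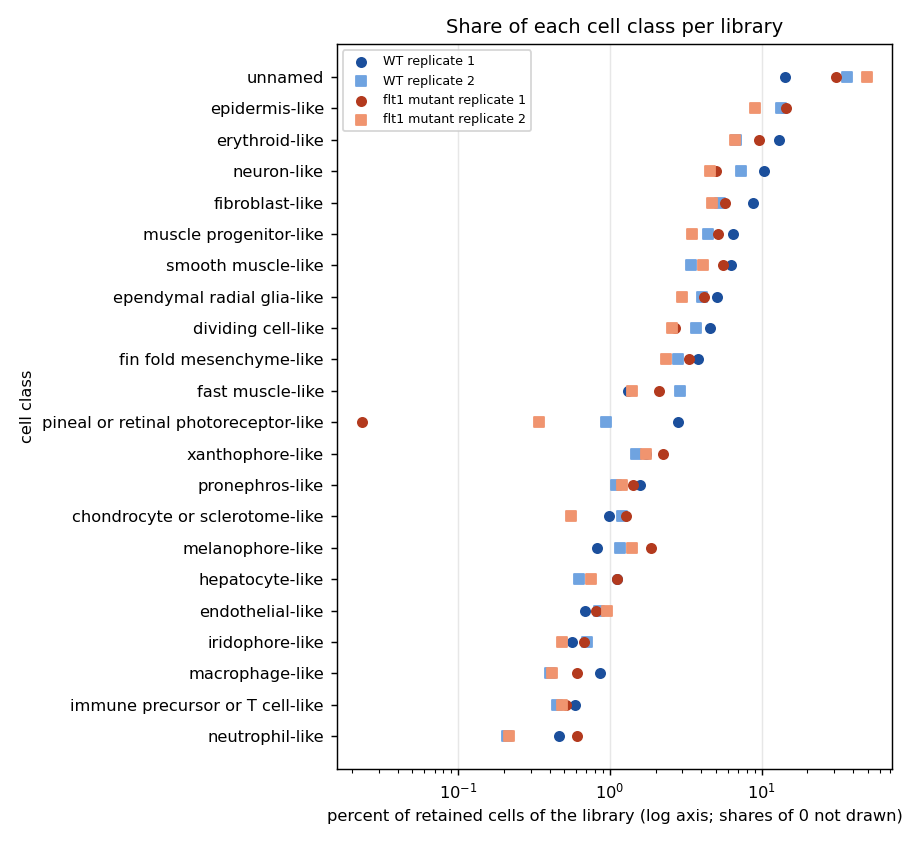
Share of each cell class in percent of the retained cells of a library, on a log axis, with 1 point per library (circles replicate 1, squares replicate 2, blue WT, red flt1 mutant). Photoreceptor-like cells lie at 2.79% and 0.942% in WT and at 0.0232% and 0.341% in flt1 mutants.

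The targeted gene, flt1 (ENSDARG00000019371), had 28 and 100 UMIs in the endothelial-like cells of WT replicates 1 and 2, and 46 and 64 in those of flt1 mutant replicates 1 and 2. These are 226, 239, 255 and 190 CPM. The log2 fold was -0.10 (SE 0.29, adjusted p-value 0.991), so flt1 RNA did not differ between genotypes beyond the spread of replicates and does not serve to check the labels. In the whole trunk flt1 had 34 and 105 UMIs in WT and 55 and 68 in flt1 mutants, a log2 fold of 0.12 (SE 0.41). In neural-like cells it had 8 UMIs over the 4 libraries and was not tested.

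The study asked how loss of flt1 alters signals between neural and endothelial cells, so genes of endothelial-like cells were compared between genotypes. Of 3510 genes tested, 3 were called, 2 higher and 1 lower in flt1 mutants, and 261 had an unadjusted p-value under 0.05. Testing genes without a count filter moved this number most, to 84. The uncharacterised gene si:ch211-121a2.2 (ENSDARG00000039682) had 1 UMI in each WT library, against 38 and 65 in the flt1 mutant libraries. Its CPM was 5.23 ± 4.01 in WT and 201 ± 12.7 in flt1 mutants (SD, n = 2 each), a log2 fold of 5.58 (SE 0.54, adjusted p-value 0.00142). With only 2 WT UMIs, the ratio of the summed counts per UMI was 54.8 (95% interval 14.8 to 459). The log2 ratio of mean CPM, with a constant added to both means, was 4.12 with all libraries and between 3.81 and 4.51 when single libraries were left out. The added constant lowers this ratio where WT is near 0. The gene igfbp1a (ENSDARG00000099351), which encodes an insulin-like growth factor binding protein, had 350 ± 49.8 CPM in WT and 2185 ± 1068 CPM in flt1 mutants (SD, n = 2 each), a log2 fold of 2.62 (SE 0.35, adjusted p-value 0.0196). ARF5 (ENSDARG00000113899) fell from 1073 ± 45.4 CPM to 238 ± 94.3 CPM (SD, n = 2 each), a log2 fold of -2.14 (SE 0.32, adjusted p-value 0.0307). The ARF5 call was lost with over 500 genes per cell and with the cells of highest doublet score left out, where its adjusted p-value reached 0.0707 (range over the alternatives 2.32e-07 to 0.0707).

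Of the 32 genes fixed from the study, 20 could be tested in endothelial-like cells. None was called over all genes tested, 5 had an unadjusted p-value under 0.05, and 1 was called when adjusted over the list alone. That gene was the chemokine receptor cxcr4b, at 194 and 101 CPM in WT replicates 1 and 2 and 637 and 418 CPM in flt1 mutant replicates 1 and 2. Its log2 fold was 1.95 (SE 0.37, adjusted p-value 0.0890 over all genes and 0.00495 over the list). The log2 ratio of its mean CPM, with a constant added as above, was 1.80 with all libraries. That ratio lay between 1.41 and 2.32 when single libraries were left out. The others with an unadjusted p-value under 0.05 were esm1 (log2 fold 2.05, SE 0.60), cxcr4a (1.62, SE 0.50), ackr3b (0.82, SE 0.29) and dll4 (0.64, SE 0.26), each higher in both flt1 mutant libraries than in both WT libraries. WT replicate 1 had the lowest values of esm1 and cxcr4a, 80.7 and 177 CPM. Their log2 ratios of mean CPM were 2.17 and 1.70 with all libraries. When single libraries were left out, these ratios ranged from 1.37 to 4.18 and from 0.97 to 2.9. Over all genes tested, cxcr4b was called with DESeq2, without a count filter and with genes far below their level in another class left out, and its adjusted p-value ranged from 1.16e-05 to 0.293 over the alternatives. Without a count filter, cxcr4a, esm1 and cxcl12b were called too. The last was not tested with the filter, and had 2 and 42 UMIs in WT replicates 1 and 2 and 1 in each flt1 mutant library, so its call rests on WT replicate 2. The receptor genes kdrl (0.03, SE 0.26), aplnra (0.28, SE 0.31) and aplnrb (-0.29, SE 0.34) did not differ beyond the spread of replicates. No UMI of vegfd or apela was found in endothelial-like cells.

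**Figure D2:**
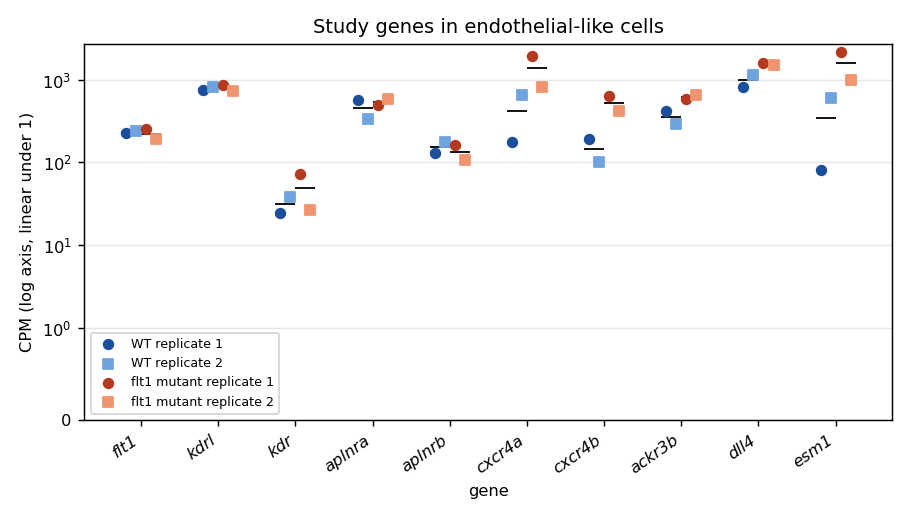
CPM of 10 genes of the study in endothelial-like cells, on a log axis that is linear under 1 CPM, with 1 point per library and a black line at the mean of each genotype. For cxcr4b, flt1 mutants lie at 637 and 418 CPM and WT at 194 and 101 CPM; for flt1 the genotypes overlap.

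In neural-like cells, tested because the study drew its ligands from them, 2 of 10950 genes were called, both higher in flt1 mutants, and 1029 genes had an unadjusted p-value under 0.05. The largest move was to 417 genes without a count filter. The gene si:ch211-121a2.2 had 3 and 2 UMIs in WT and 114 and 109 in flt1 mutants, a log2 fold of 5.90 (SE 0.32, adjusted p-value 0.00623). The gene zgc:195170 (ENSDARG00000076264) had 2 and 6 UMIs in WT and 240 and 169 in flt1 mutants, a log2 fold of 6.13 (SE 0.36, adjusted p-value 0.00623). Its call was lost without integration and with the cells of highest doublet score left out. Of the study's genes, 19 were tested and 0 were called over all genes or adjusted over the list alone. With an unadjusted p-value under 0.05 there was 1, cxcr4b, at a log2 fold of -1.28 (SE 0.41), which was called without a count filter. Its log2 ratio of mean CPM was -1.26 with all libraries and between -2.05 and -0.75 when single libraries were left out. The ligands vegfaa (0.54, SE 0.50), cxcl12a (0.65, SE 0.42) and apln (0.07, SE 0.27) did not differ between genotypes beyond the spread of replicates. Their log2 ratios of mean CPM ranged from -0.36 to 1.07, from 0.12 to 1.51 and from -0.15 to 0.25 when single libraries were left out.

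The whole-trunk sums compare genotypes without any clustering and mix composition with expression. Of 18036 genes, 84 were called, 51 higher and 33 lower in flt1 mutants, and 2823 had an unadjusted p-value under 0.05. The WT replicates differed from each other more than the flt1 mutant replicates did. The chi-squared value per degree of freedom between replicates was 197 in WT and 18.6 in flt1 mutants, and the median absolute log2 ratio over genes was 0.23 and 0.17. The tests take 1 spread for both genotypes. The higher genes were 60.7% of the calls, against 45.1% of the 510 calls made with library totals in place of TMM factors, and DESeq2 gave the most calls, 585. The higher genes of smallest adjusted p-value were gpib (ENSDARG00000103826), at 0.388 ± 0.0537 CPM in WT and 24.1 ± 3.22 CPM in flt1 mutants (SD, n = 2 each), with a log2 fold of 5.97 (SE 0.19, adjusted p-value 0.00587), si:ch211-121a2.2 (5.78, SE 0.22), zgc:195170 (4.17, SE 0.17) and ptpdc1b (3.58, SE 0.20). The lower genes were si:ch73-329n5.1, with 262 and 333 UMIs in WT and 3 and 2 in flt1 mutants (log2 fold -6.62, SE 0.28), si:ch211-69l10.4 (-6.34, SE 0.32), si:ch211-80h18.1 (-7.12, SE 0.36) and LO017771.1 (-2.79, SE 0.16). Flt1 mutants held 3 UMIs of si:ch211-80h18.1 in all, and the ratio of the summed counts per UMI was 149 (WT over flt1 mutant, 95% interval 50.7 to 725). Of 31 study genes tested, 0 were called over all genes, 0 were called when adjusted over the list alone, and 5 had an unadjusted p-value under 0.05. The smallest adjusted p-values were those of tgfb1a (log2 fold 0.72, SE 0.15) and cxcr4b (0.51, SE 0.10), at 0.123 over all genes and 0.0595 over the list. The remaining genes of these 5 were aplnra (0.37, SE 0.096), cxcr4a (1.14, SE 0.37) and notch1b (-0.50, SE 0.19). For aplnra, WT had 17.2 and 17.4 CPM and flt1 mutants 21.8 and 22.9 CPM. DESeq2 called tgfb1a, whose adjusted p-value ranged from 0.0342 to 0.193 over the alternatives.

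**Figure D3:**
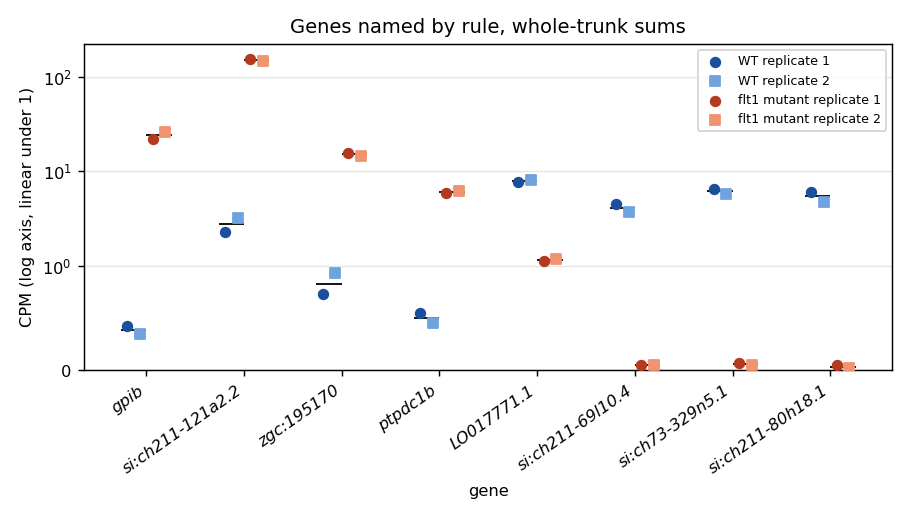
CPM of the 8 genes named by the rule in the whole-trunk sums, on a log axis that is linear under 1 CPM, with 1 point per library and a black line at the mean of each genotype. For each gene the 2 libraries of a genotype lie close together and apart from the other genotype.

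To see whether the difference was particular to a class, 16 other classes were tested one by one. They gave 1228 calls, 644 higher and 584 lower, in 12 classes. Epidermis-like cells had 638 calls, erythroid-like 247, fast muscle-like 99, smooth muscle-like 88 and hepatocyte-like 66. No gene was called in chondrocyte or sclerotome-like, neuron-like, pronephros-like and xanthophore-like cells, which had 341, 852, 93 and 142 genes with an unadjusted p-value under 0.05. DESeq2 called 33 genes in neuron-like and 10 in chondrocyte or sclerotome-like cells, so these counts of 0 did not hold in every setting. The classes differed in the number and depth of their cells, and these counts were not tested against each other. The gene si:ch211-121a2.2 was higher in flt1 mutants in 16 of the 16 classes it was tested in, endothelial-like cells included, and called in 12, with log2 folds from 4.51 to 8.38. ARF5 was lower in 15 of 15 classes and called in 8, with log2 folds from -2.80 to -0.29.

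Endothelial-like and neural-like cells of the same libraries were compared to place ligands and receptors, with 5393 of 10327 genes called, 2070 higher in endothelial-like and 3323 higher in neural-like cells. Of 28 study genes tested, 24 were called over all genes and 24 when adjusted over the list alone, 23 of them higher in endothelial-like cells. Among receptors, cxcr4a was at 816 ± 697 CPM in endothelial-like and 0.757 ± 0.722 CPM in neural-like cells (SD, n = 4 each; log2 fold 9.99, SE 0.30), kdrl at 712 ± 63.5 against 3.63 ± 1.69 CPM, flt1 at 207 ± 29.3 against 0.942 ± 0.417 CPM and aplnra at 452 ± 108 against 13 ± 13.7 CPM. The ligand cxcl12a was also higher in endothelial-like cells, at 334 ± 146 against 74.5 ± 30.4 CPM (log2 fold 2.16, SE 0.29). The 1 study gene higher in neural-like cells was vegfaa, at 8.36 ± 7.07 CPM in endothelial-like and 24.7 ± 13.5 CPM in neural-like cells (log2 fold -1.33, SE 0.45, adjusted p-value 0.0170), higher in neural-like cells in 4 of 4 libraries. Its call was lost with DESeq2, without the library block, and without either flt1 mutant library, with adjusted p-values from 0.0686 to 0.116. With DESeq2 the call of apln was lost too.

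The difference between the genotype effects of both classes was tested directly. Of 10327 genes, 28 had effects that differed, 22 with a higher and 6 with a lower fold in endothelial-like cells, and 526 had an unadjusted p-value under 0.05. Without a count filter the number was 22. Some of the 28 calls rest on 1 library, and no fit leaving out single libraries is given for this test. In endothelial-like cells of flt1 mutant replicate 2, hhip had 17 UMIs and aldh1a2 had 43. The other libraries had 0 each of hhip and 1, 0 and 3 of aldh1a2. For pvalb9, WT replicate 2 had 89 UMIs and the others 2, 2 and 0. Among 28 study genes, cxcr4b was called over all genes tested, and 2 were called when adjusted over the list alone, cxcr4b and ackr3b. Without a count filter, 1 study gene was called over the list alone.

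Named neural subsets were each compared with the other neural cells of the same library, as the study traced ligands to single subsets. In 9 subsets, 69 pairs of subset and ligand could be tested, of which 12 were higher and 30 lower in the subset over all genes (12 and 32 when adjusted over the list alone). The lower pairs fell to 12 without flt1 mutant replicate 1 and to 16 without WT replicate 2. The pairs tested fell as well, to 49 and 51, so part of the drop is pairs that left the test. In neural-like cells edn2 had 64 UMIs in flt1 mutant replicate 1 and 127 in WT replicate 2. It had 1 in WT replicate 1 and 4 in flt1 mutant replicate 2. The subsets had been found from the same expression values, so a p-value for a gene that shaped the clusters is too small. In roof plate-like cells adma was higher with a log2 fold of 5.28 (SE 0.47, 132 against 2.98 CPM) and vegfab with 2.34 (SE 0.59). In lateral floor plate or p3-like cells apln was higher by 1.75 (SE 0.41), tgfb1a by 2.00 (SE 0.57) and cxcl12a by 0.84 (SE 0.29) on the log2 scale. Motoneuron-like cells had more cxcl12a (2.14, SE 0.22; 290 against 57.7 CPM) and dll4 (1.84, SE 0.31). In ependymal radial glia-like cells vegfc (2.70, SE 0.48), tgfb1a (1.16, SE 0.42) and cxcl12a (0.66, SE 0.24) were higher, and these 3 calls were lost at a neural resolution of 1.2, where tgfb1a was at -0.54. For cxcl12a in these cells, the log2 fold lay between 0.47 and 1.03 when single libraries were left out. The notch ligand dll4 was also higher in dorsal excitatory-like (1.57, SE 0.25) and neuronal progenitor-like cells (1.18, SE 0.37). Each of these genes was higher in 4 of 4 libraries, except cxcl12a in radial glia-like cells (3 of 4). Floor plate-like cells had 4 cells in the smallest library, under the limit of 5, and are covered below under a limit of 4.

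Within the endothelial-like cells, subclustering gave 3 clusters, 1 arterial-like, 1 venous-like and 1 unnamed. The arterial-like cluster had 1 of 12 arterial markers among its 50 leading genes and 4 detected, and cxcr4a, cxcr4b and esm1 were among its 10 leading genes. There were 3 and 27 arterial-like cells in WT replicates 1 and 2 and 11 and 18 in flt1 mutant replicates 1 and 2, too few in WT replicate 1 for a test. The venous-like cells numbered 11 and 17 in WT and 10 and 14 in flt1 mutants. The study placed aplnra in venous and aplnrb in arterial endothelium. In venous-like cells aplnra was at 620 and 228 CPM in WT and 780 and 806 CPM in flt1 mutants, and in arterial-like cells at 416 and 354 CPM and at 346 and 384 CPM. For aplnrb, arterial-like cells had 357 and 186 CPM in WT and 214 and 66.1 CPM in flt1 mutants, and venous-like cells 43.5 and 120 CPM in WT and 49.8 and 163 CPM in flt1 mutants. These CPM are of unscaled counts and rest on 3 to 103 UMIs each. For aplnrb in venous-like cells of replicate 1, the 95% intervals were 11.9 to 111 CPM in WT and 10.3 to 146 CPM in flt1 mutants.

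Detection was compared because the study's interaction tool counts a ligand only where over about 10% of cells hold it. Over 10 neural subsets and 14 ligands (140 pairs), 19 pairs passed 10% of cells in both genotypes, 7 in WT only and 4 in flt1 mutants only. Thinned to 1000 UMIs per cell, 2 pairs passed in both genotypes, 1 in WT only and 3 in flt1 mutants only, so which ligands pass depended on depth. The largest difference was that of cxcl12a in floor plate-like cells, with a UMI in 3 of 14 WT cells (21.4%, 95% interval 4.66% to 50.8%) and in 11 of 12 flt1 mutant cells (91.7%, 61.5% to 99.8%). Median depths were 9731 and 8897.5 UMIs, and after thinning, which left out 0 cells of either genotype, the shares were 0% of 14 cells (up to 23.2%) and 33.3% of 12 cells. In erythroid-like cells, taken as background, 1.18% of WT and 2.04% of flt1 mutant cells had a cxcl12a UMI, at median depths of 16817 and 16840 UMIs.

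In endothelial-like cells, 21 of 31 study genes passed 10% of cells in both genotypes, 1 in WT only and 2 in flt1 mutants only. A cxcr4b UMI was found in 6.41% of 78 WT cells and in 18.2% of 88 flt1 mutant cells, with overlapping 95% intervals (2.11% to 14.3% and 10.8% to 27.8%). Thinned, the shares were 5.97% and 15.5%, with 11 and 30 cells left out, and the background shares in erythroid-like cells were 0.471% and 0.382%. The share with aplnrb was 38.5% in WT and 27.3% in flt1 mutants (thinned, 5.97% and 8.62%), at median depths of 6683.5 and 5858 UMIs. In erythroid-like cells aplnrb was found in 23.1% and 22.2% of cells at 16817 and 16840 UMIs, and in 1.41% and 1.15% of them when thinned.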

Values the study reported

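The study reports 33 clusters of trunk cells and 17 clusters after dividing the neural cells again. It names 8 major groups of pathways that reach endothelial cells from neural cells, among them the Vegf, Cxcl12 and Apelin pathways.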

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

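Both tests of an explanation in this part, that of free RNA and that of the arterial-like share, were chosen after the result was seen.

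The interaction test found 28 of 10327 genes whose genotype effect differed between endothelial-like and neural-like cells. The smallest adjusted p-value was that of igfbp1a, with 39 and 161 UMIs in the endothelial-like cells of WT replicates 1 and 2 and 531 and 483 in those of flt1 mutant replicates 1 and 2. Its effects differed by 3.57 on the log2 scale (SE 0.36, adjusted p-value 5.57e-19), at 2.62 in endothelial-like and -0.94 in neural-like cells. For cxcr4b the effects differed by 3.31 (SE 0.43, adjusted p-value 8.45e-11), at 1.95 and -1.28. In neural-like cells cxcr4b had 53.2 and 40.3 CPM in WT against 27.5 and 10.6 CPM in flt1 mutants. There its log2 ratio of mean CPM lay between -2.05 and -0.75 when single libraries were left out. The effects of ackr3b differed by 1.08 (SE 0.37), with an adjusted p-value of 0.314 over all genes and 0.0493 adjusted over the list alone, so that gene passed only within the list. The adjusted p-values of igfbp1a and cxcr4b are far below those in endothelial-like cells alone, 0.0196 and 0.0890. They come from a fit with a term for each library. The SEs were not smaller there, 0.36 against 0.35 for igfbp1a and 0.43 against 0.37 for cxcr4b. A smaller spread thus does not account for the drop. The unadjusted p-values of this F test, 5.4e-23 and 1.6e-14, are close to those for a spread taken as known. They rest on a spread pooled over genes more than on that of these genes. In endothelial-like cells both flt1 mutant libraries lay above both WT libraries for each of these 3 genes.

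Free RNA from other cells is a candidate source of part of this result, which the tables do not decide. Of the 28 genes, 19 (67.9%) had a CPM in endothelial-like cells under 1/5 of their highest CPM in another class, against 33.6% of the 10327 genes of the interaction test. None of 10000 random lists of these genes matched on CPM in endothelial-like cells had as large a share, and their median was 10.7%. They include the keratin genes krt4 and cyt1, at 838 and 516 CPM in endothelial-like and 112880 and 60180 CPM in epidermis-like cells. Free RNA reaches both classes of a suspension, so a difference in it between suspensions would move both classes the same way. The log2 folds of cyt1 were 1.52 in endothelial-like and -0.88 in neural-like cells, and those of krt4 were 1.11 and -0.57. For these keratin genes a low CPM beside another class thus does not tell free RNA from other sources. Neither igfbp1a, at 1026 CPM against at most 343 CPM in another class (hepatocyte-like), nor cxcr4b, at 272 CPM against 368 CPM in macrophage-like cells, is among the 19. With genes of this kind left out of the endothelial test, 11 genes were called, among them the 3 called with them.

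A change in the share of arterial-like cells among the endothelial-like cells cannot be told apart from a change within them for cxcr4b. The arterial-like cluster had cxcr4b itself among its leading genes, so the cluster was partly defined by the gene under test. Arterial-like cells made up 14.3% and 47.4% of endothelial-like cells in WT replicates 1 and 2 and 31.4% and 34% in flt1 mutant replicates 1 and 2. Within arterial-like cells cxcr4b was at 930 and 533 CPM in flt1 mutants and at 714 and 134 CPM in WT, where the 714 CPM rest on 24 UMIs in 3 cells (95% interval 457 to 1062 CPM). The lower flt1 mutant value of 533 CPM lies inside that interval, so more cells of WT replicate 1 would be needed. An effect of genotype on endothelial cxcr4b and igfbp1a stays open, and so do differences between the libraries that 2 replicates per genotype do not resolve, the more as the WT replicates differed from each other more than the flt1 mutant replicates did.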

How the results depend on the processing

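Alternatives with the cells of highest doublet score left out, the crossed pairing, head- and islet-marked cells left out, unnamed cells left out, low-depth unnamed subclusters left out and a minimum of 4 cells were chosen after seeing the data.

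Over 12 main results and 74 settings, leaving out single libraries aside, 48 values stayed within 1.5 times the reported number and 26 moved. For 80 values of single genes and classes over 435 settings, 413 kept their direction and their side of the threshold, 13 lost their call, 7 gained one and 2 reversed. Of the 61 called values among them, 53 were called in every setting run, 7 lost their call in some and 1 reversed in 1. Pairs of ligand and neural subset had only 2 settings each, a lower minimum of cells and a finer neural clustering. The lower minimum added floor plate-like cells and left the cells of the other subsets as they were. For some subsets the finer clustering changed nothing either, as for apln in lateral floor plate or p3-like cells (log2 fold 1.75 in both). The counts of values that held are thus raised by settings that could not change them.

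The count of genes changed in endothelial-like cells was 3. It was 7 with DESeq2, 84 without a count filter and 11 with genes under 1/5 of their CPM in another class left out. For neural-like cells, with 2 genes, DESeq2 gave 49, no count filter 417, a mitochondrial limit of 10% gave 5, clustering without integration 1, the cells of highest doublet score left out 1, genes under 1/5 of their CPM in another class left out 11, and head- and islet-marked cells left out 4. Of those 11 genes 1 was called in the main test, since si:ch211-121a2.2 was itself among the genes left out. Without the low-depth unnamed subclusters the counts stayed at 3 and 2. For the whole trunk, with 84 genes, DESeq2 gave 585, library totals without TMM factors 510 and no count filter 175. With library totals 230 of the calls were higher and 280 lower, so the majority of higher genes (60.7% with TMM factors, 45.1% with library totals) depended on the scaling. Removing the filter and using DESeq2 changed which genes enter the test, from 3510 to 15082 in endothelial-like cells, and the remaining causes were not tested. All genes called in the main tests were also called with DESeq2 and without the filter (3, 2 and 84 shared genes). Scrublet called 6 cells as doublets, from 0% to 0.0449% per library where 2.43% to 5.35% were expected. None was endothelial-like or neural-like, so leaving them out changed nothing in those sums and does not test doublets there, and the whole trunk gave 86.

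Study genes called when adjusted over the list alone numbered 1 in endothelial-like cells, 0 in neural-like cells and 0 in the whole trunk. Without a count filter they numbered 5 in endothelial-like and 1 in neural-like cells, a mitochondrial limit of 10% gave 1 in neural-like cells, and DESeq2 gave 2 in the whole trunk. In endothelial-like cells they numbered 4 with genes under 1/5 of their CPM in another class left out and 3 without the low-depth unnamed subcluster, and in the whole trunk 2 with library totals, of which 1 (cxcr4a) was also called over all genes. The cause was not tested. The direction reversed for 2 values. The log2 fold of apln in neural-like cells went from 0.066 to -0.073 with head- and islet-marked cells left out, both near 0, and that of tgfb1a in ependymal radial glia-like cells from 1.16 to -0.54 at a neural resolution of 1.2, and the cause was not tested.

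With the replicate number as a block, 4 genes were called in endothelial-like cells, 6 in neural-like cells and 41 in the whole trunk, and 0 class shares, where 3 had an unadjusted p-value under 0.05. Nothing in the labels pairs the replicates, and the deviations of libraries sharing a number from their genotype's mean correlated across genes by 0.09, -0.20 and -0.18 in these tests. The crossed pairing as a block gave 186 calls in neural-like cells and 112 in the whole trunk, so such counts do not show that the numbers pair the libraries.

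The 1 called class share became 0 with TMM factors over classes (1 class with an unadjusted p-value under 0.05), 0 with unnamed cells left out of the denominator (3 such classes) and 0 with over 500 genes per cell (1 such class). The photoreceptor-like share kept its direction in all 10 settings, with log2 folds from -3.34 to -2.67 and adjusted p-values from 3.00e-05 to 0.382. Across the 4 fits that each left out 1 library, the difference of mean shares went from -2.61 to -0.76 percentage points.

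The number of study genes that differed between endothelial-like and neural-like cells, 24, was 22 with DESeq2 and 21 without the library block, and from 21 to 24 when each library was left out in turn. The 12 ligand and subset pairs with a higher value became 9 at a neural resolution of 1.2, 17 with floor plate-like cells added at a minimum of 4 cells, and 10 to 11 across the 4 fits that each left out 1 library. The 30 lower pairs became 12 without flt1 mutant replicate 1, 16 without WT replicate 2 and 26 without either of the others. Without flt1 mutant replicate 1 and without WT replicate 2, the pairs tested also fell, from 69 to 49 and 51. The 5 pairs added by floor plate-like cells were cxcl12b (log2 fold 4.32, SE 0.65), tgfb3 (3.30, SE 1.04), apln (2.34, SE 0.47), tgfb1a (2.16, SE 0.70) and cxcl12a (1.54, SE 0.38), of which cxcl12a and tgfb3 were higher in only 2 of 4 libraries. The 28 genes of the interaction test were 22 without a count filter, and the 2 study genes called over the list alone became 1. Calls in the 16 other classes numbered 1228, 1083 with DESeq2 and 1317 with the replicate number as a block. Single classes moved in opposite directions. With the block, fibroblast-like cells went from 28 calls to 2 and erythroid-like cells from 247 to 39 higher and 68 lower, while hepatocyte-like cells rose from 66 to 186, smooth muscle-like from 88 to 185, pronephros-like from 0 to 16 and neuron-like from 0 to 5. With DESeq2, neuron-like cells rose from 0 to 33 and chondrocyte or sclerotome-like cells from 0 to 10, while erythroid-like cells fell to 142 and hepatocyte-like cells to 25.

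The 11 pairs of subset and ligand that passed the detection limit in 1 genotype only became 4 when cells were thinned to 1000 UMIs, 14 at a limit of 5% and 7 at a limit of 25% of cells. Thinning lowers the shares by construction. Depth limits which ligands pass, since 19 pairs passed in both genotypes with all UMIs and 2 at 1000 UMIs per cell.

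Leaving out each library in turn, 220 of 300 values of single genes and pairs stayed within the spread of replicates or kept their call, 26 lost it and 54 moved. For genotype effects these values were log2 ratios of mean CPM with a constant added, a measure unlike the log2 fold of edgeR. For si:ch211-121a2.2 in endothelial-like cells the ratios were 3.81 to 4.51, and 4.12 with all libraries, beside a log2 fold of 5.58. For igfbp1a the ratio with all libraries and the log2 fold were both 2.62. Part of the 54 can thus stem from the constant and not from a library. The comparison of arterial-like with venous-like cells and its alternatives (resolution 0.5, at which no arterial-like cluster was found, a minimum of 4 cells, and leaving out libraries) were not run.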

Other observations

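The tests of sequencing depth, of the denominator, of the share of 1 cell class, of the chromosomes of the called genes, of UMIs per cell and of a few hormone-rich cells were chosen after the results were seen, and the erythroid-like values of cxcr4a were noticed while background shares were read.

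Photoreceptor-like cells, a class that included 67 cells led by genes of other retinal cells, were more numerous in WT. The tables argue against sequencing depth as the cause, since flt1 mutant replicate 1 had a share of 0.0232% at a median of 5037.5 UMIs per retained cell while WT replicate 2 had 0.942% at 3760 UMIs. They also argue against the unnamed low-depth cells in the denominator as the whole cause. Of named cells alone, the lowest WT share was 1.49% and the highest flt1 mutant share 0.677%, although the log2 fold fell to -2.72 and was no longer called. More head tissue on the WT trunks remains open and fits the values. Genes of the eye lens, the retina and the forebrain and midbrain had a median log2 fold of -1.40 in the whole-trunk sums, with 55 of 60 genes lower in flt1 mutants and none of 10000 random lists matched on expression as low. Of these 60 genes, 33 were also tested in neural-like cells. The lists had medians of -1.44 (lens, 14 genes tested), -1.81 (retina, 19) and -1.20 (forebrain and midbrain, 27), while trunk Hox genes had a median of 0.10 (27 tested, above 96.8% of random lists). The retina list includes gnb3a and vsx1, leading genes of the 67 cells above, so its fall partly restates the lower share. The summed CPM of the head lists was 321 and 208 in WT replicates 1 and 2 and 113 and 190 in flt1 mutant replicates 1 and 2, so replicate 2 of each genotype differed little, and lens genes were at 19.9 CPM in flt1 mutant replicate 2 against 13.5 in WT replicate 2. The differences may thus reflect where the trunks were separated from the heads, and a change in photoreceptors or brain in the mutants was not tested apart from it.

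Genes changed in the same direction in several classes were a feature of the whole-trunk calls. Of the 84 called genes 37 were tested in at least 5 classes, and 30 of these (81.1%) moved in the same direction in each of those classes. As the classes make up the whole-trunk sums from which the genes were chosen, part of this is built in. Of 8710 genes not called, 7.22% did so, and random lists of them matched on the number of classes reached at most 32.4%, but the lists were not matched on the size of the change. Of the 30 genes, 21 were higher (median log2 fold 1.69) and 9 lower (median -1.53). A change in the share of 1 cell class would move its own genes 1 way and dilute the others. Taken from shares of cells, this dilution was at most 0.32 on the log2 scale (unnamed cells). The sums are of UMIs, and dilution by shares of UMIs was not computed. In flt1 mutant replicate 2 the largest unnamed cluster held 1568509 of 39757583 UMIs. As the smallest changes were 0.86 and -1.02, the shares of cells argue against 1 class as the cause for both directions together. For the genes of 1 direction it cannot be told apart from a change inside the classes. The largest rise of a share was 0.69 (SE 0.53, melanophore-like), but a class too rare to be clustered was not measured, and free RNA from such a class would move its genes the same way in all sums.

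For the same genes, alleles linked to the flt1 locus could differ between the lines. Of the 84 called genes, 62 were placed on other chromosomes, which argues against linked alleles acting on their own genes as the cause for these 62. For the 4 genes on the chromosome of flt1 and the 18 without a match it stays open. Among the 200 nearest annotated neighbours of flt1, 0 genes were called where 0.813 were expected, and 45 had an unadjusted p-value under 0.05 where 30.3 were expected. On its whole chromosome, 1.89 calls were expected, and the 4 include si:ch211-69l10.4 at a log2 fold of -6.34. The test of neighbours is void for the calls, because only 78.6% of the called genes had a match in the annotation and the least set for it was 80%, so for these 22 genes linked alleles cannot be told apart from other explanations. Differences elsewhere in the genome between the WT and mutant stocks, or variants that change how reads map, were not tested, and an effect of the flt1 mutation stays open.

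Pancreatic hormone genes were higher in flt1 mutants, in a comparison chosen after the values were seen. The whole-trunk sums held 2 and 1 UMIs of sst2 in WT replicates 1 and 2 and 2854 and 6920 in flt1 mutant replicates 1 and 2, and 6 and 7 against 1834 and 5830 UMIs of sst1.2. Other hormones did not follow, with ins at 11 and 4998 UMIs in WT and 37 and 8 in flt1 mutants. A few hormone-rich cells caught by chance are a candidate explanation, since 3 cells of flt1 mutant replicate 1 and 1 cell of replicate 2 together held 90% of the sst2 UMIs of their library. More pancreatic tissue in the flt1 mutant suspensions cannot be told apart from chance with these lists. The exocrine pancreas list had a median log2 fold of 0.80 (10 genes tested, above 99.97% of random lists), with prss1 at 30 and 491 UMIs in WT and 332 and 193 in flt1 mutants, while the endocrine pancreas list had a median of -0.17 (18 tested, above 2.83% of random lists). A biological change in the pancreas was not tested.

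The largest cluster was unnamed and of low depth, and held 10.6% and 33.6% of the cells of WT replicates 1 and 2 and 26.9% and 46.6% of those of flt1 mutant replicates 1 and 2. Droplets holding free RNA and not cells are a candidate explanation. The profile of this cluster was closer to the sum of the other cells of its library than that of any named class, in 4 of 4 libraries, with correlations across genes from 0.636 to 0.655 where the next class had 0.613 to 0.631. Genes are not independent replicates. Small or damaged cells of many types were not tested apart from such droplets.

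Neural ligand detection differed between genotypes by over 10 percentage points in 12 of 140 pairs of subset and ligand. A difference in UMIs per cell could produce such pairs, and then the deeper group would have the higher share. The values argue against it for cxcl12a in floor plate-like cells, the 1 pair with 95% intervals apart. There the shallower flt1 mutant cells (8897.5 against 9731 UMIs) had the higher share, 91.7% against 21.4%. In the other 11 pairs the deeper group had the higher share in 6 and the shallower group in 5, with overlapping intervals, so for these pairs a difference in UMIs per cell cannot be told apart from other causes. After thinning to 1000 UMIs, 4 pairs differed by over 10 points, 2 of them among the 12 and in the same direction.

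The genes changed in neural cells could stem from head or pancreatic cells inside the neural class. Leaving out 142 and 174 such cells of WT replicates 1 and 2 and 65 of each flt1 mutant library, marked by at least 2 head genes or 1 pancreatic hormone UMI, gave 4 called genes, and the 2 genes called before were still called. This argues against head or pancreatic cells as the cause for these genes.

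In erythroid-like cells, a cxcr4a UMI was found in 1 of 393 cells of WT replicate 1 (0.254%, 95% interval 0.00644% to 1.41%) and in 0.658% of 456 cells of WT replicate 2 (0.136% to 1.91%). In flt1 mutants it was found in 18.3% of 416 cells of replicate 1 (14.7% to 22.3%) and in 20.3% of 369 cells of replicate 2 (16.3% to 24.8%), at median depths of 18575, 15566, 16943 and 16599 UMIs in this order of libraries. Thinned to 1000 UMIs, with 0 cells left out, the shares were 0%, 0%, 1.68% and 2.71%. Erythroid-like cells are therefore not used as background for this gene.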
